A study of Vitis vinifera with 2 samples. Its data were reported in "Gene body demethylation increases expression and is associated with self-pruning during grape genome duplication" (2020).

How the data were processed

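Whole-genome bisulfite sequencing was used to compare the diploid grapevine 'Jingyanjing' (2X) with the autotetraploid that colchicine treatment had produced from it (4X). Bisulfite converts unmethylated cytosines, which are then read as thymine, so that a cytosine still read as cytosine counts as methylated. DNA came from terminal buds, pooled over several vines per line, and each line gave 1 library. Libraries were grouped by the ploidy stated in their labels. There were no replicates, so every test here compared 2 libraries and not 2 conditions.

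According to the methods of the study, the authors removed reads of low quality and mapped paired-end reads to the grape genome with an aligner spelled Bimark there, taken here as Bismark. The version of the aligner, the handling of duplicate reads, the conversion rate and the genome build are not given in the sources used here. The files deposited by the authors list 1 cytosine per line, and each strand of a site has its own line. The header names 5 fields for 7 columns. The deposited methylation level is a percent. It equalled the methylated reads over all reads in every line of both files, which settled the columns of counts. The deposited read counts are whole numbers of methylated and unmethylated reads, with no normalization. Every listed cytosine had at least 3 reads, so lower coverage minimums were not analysed here. In 2X 10 cytosines and in 4X 6 cytosines had no defined context and were left out. Positions are as the files give them, in the build of the files, whose sequences are the 19 chromosomes, sequences named as random parts of a chromosome, and a sequence named Un.

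Main comparisons used cytosines with at least 3 reads in both libraries, as in the study. The weighted level was the methylated reads over all reads, with a 95% Wilson interval. A cytosine counted as an mC when it had at least 1 methylated read. Correlations were computed over 50 kb bins with at least 10 cytosines and over single cytosines. Changes over 1.2-fold were counted among cytosines with a methylated read in at least 1 library. Single cytosines were compared with a two-sided Fisher exact test of the read counts. Differentially methylated regions (DMRs) used the bins, test and merging that the study states. Its methods apply the test to the mCs of a bin and give no minimum number. Here all shared cytosines of a bin entered, with or without a methylated read, and cytosines with a methylated read alone were an alternative. Bins of 100 bp sliding by 25 bp with at least 2 cytosines were compared by a Kruskal-Wallis rank sum test of the cytosine levels, and overlapping or adjacent bins of the same direction were merged. P-values were adjusted by the Benjamini-Hochberg method within each context, with a threshold of 0.05. The rank test treats the cytosines of a bin as independent, although neighbouring cytosines share reads. For the DMRs named in the text, a two-sided permutation test with 100000 resamples was added because of ties, and it shares that assumption.

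As a null, the pooled reads of each cytosine were dealt at random into 2 pseudo-libraries of the real depths. Such re-dealt reads hold no true difference between libraries. They also break the link between neighbouring cytosines on one read. DMRs were computed for 3 such deals. Intervals and nulls cover counting error only, since duplicate reads are not independent molecules.

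The bin test was tested on simulated data made from re-dealt reads of chromosome 1 (4X against 2X, 616357 CHH bins). Of 200 regions of 200 bp in which 30% of the unmethylated 4X calls were turned into methylated calls, the rank test recovered 95% and the Fisher test of summed reads 99.5%. Outside the planted regions they called 6 and 17 DMRs, respectively. Without planted regions the rank test called 0 DMRs and the Fisher test 3. The site test, run on 372378 CG cytosines of the same chromosome, recovered 73% of 200 cytosines with at least 10 reads that were set to 5% in 2X and 85% in 4X.

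The tests, their alternatives and the rule for naming items were fixed before the data were examined, except where a later choice is stated. Alternatives changed the coverage minimum, the depth limit, the summary of levels, the cytosines included, the definition of an mC, the bin size and step, and the test. By that rule the text names, per context, the DMR with the smallest adjusted p in each direction, with ties broken by the larger difference, and the chromosomes with the largest and smallest 4X minus 2X difference. The rule also named the gene ACO1 and genes the study listed. An annotation of the build of the files was not used here, so DMR location, methylation of gene regions, ACO1 and the listed genes were not analysed here. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6 and matplotlib 3.10.9.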

Results

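Methylation of single cytosines was measured in terminal buds of the diploid 'Jingyanjing' grapevine (2X) and of its autotetraploid (4X), with 1 library per line and no replicates. The 2X file listed 109144727 cytosines with a mean depth of 12.9 reads. The 4X file listed 107953691 cytosines with a mean depth of 11.9 reads. The files held 1403178809 and 1282456957 base calls, respectively. At least 1 methylated read was found at 22344008 cytosines in 2X and at 21111133 in 4X. Of these mCs, 52.4% in 2X and 50.9% in 4X were in the CHH context (H is any base except G). The CG context had the highest share of cytosines with a methylated read, with 71.3% in 2X and 71.1% in 4X. The libraries shared 97179016 cytosines, and the comparisons used these. Intervals cover counting error only, since sequencing reads without molecular identifiers are not independent molecules.

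The question of whether genome duplication changed the overall methylation was addressed with the weighted levels. The CG level was 59.1% in 2X (95% Wilson interval 59.07 to 59.09) and 58.9% in 4X (58.87 to 58.89), over 6616174 cytosines with mean depths of 14.3 and 13.1 reads. The CHG level was 28.6% (28.60 to 28.62) and 28.1% (28.09 to 28.10) over 11092261 cytosines. The CHH level was 2.61% (2.607 to 2.609) and 2.62% (2.624 to 2.626) over 79470581 cytosines. The 4X minus 2X differences were -0.195 in CG, -0.515 in CHG and 0.0168 in CHH percentage points, and the half-widths of their 95% intervals from counting error were 0.0144, 0.0104 and 0.00137. All 3 differences exceeded counting error, but the spread between vines of one line was not measured. The CHG level was lower in 4X on 19 of 19 chromosomes, the CG level on 15 and the CHH level on 14. The CG and CHH directions depended on how levels were summarised. With each cytosine weighted equally, the difference was 0.227 in CG, -0.0429 in CHG and -0.0430 in CHH. Without cytosines above the 99th percentile of depth, the CHH difference was -0.0488 and was negative on 19 of 19 chromosomes.

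In the CG context, the 4X minus 2X difference was smallest on chromosome 13 (-0.648 points) and largest on chromosome 15 (0.249 points). On chromosome 13 it was -0.0122 without the cytosines of highest depth. In the CHG context it was smallest on chromosome 13 (-0.696 points) and largest on chromosome 2 (-0.299 points). In the CHH context it was smallest on chromosome 14 (-0.0604 points) and largest on chromosome 12 (0.253 points). On chromosome 12 it became -0.0400 without the cytosines of highest depth.

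**Figure D1:**
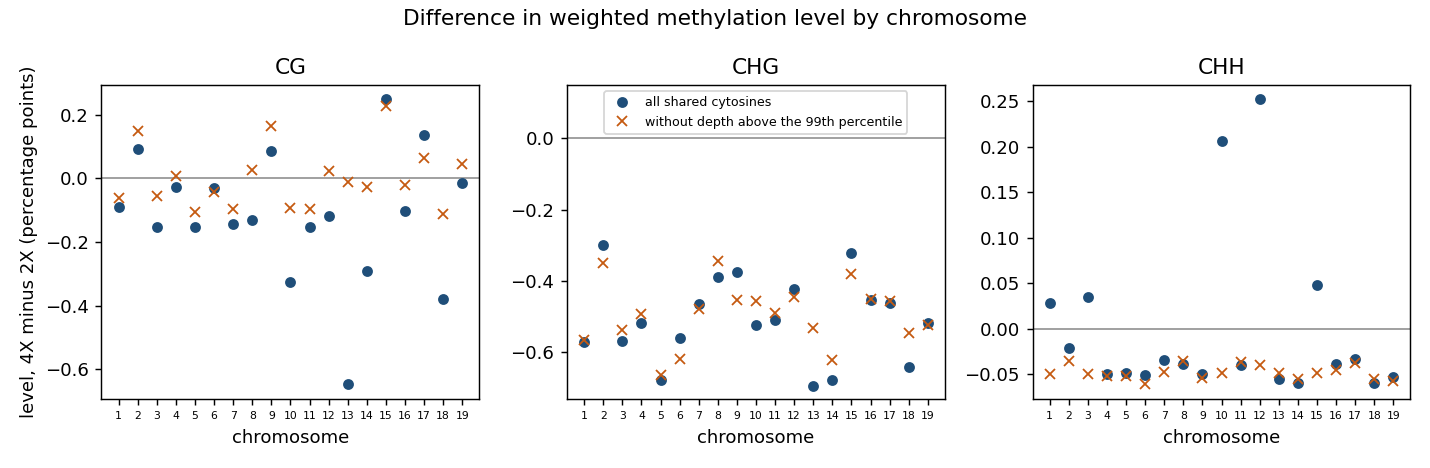
Difference in weighted methylation level (4X minus 2X, percentage points) on each chromosome in the CG, CHG and CHH contexts, for all shared cytosines (circles) and without cytosines above the 99th percentile of depth (crosses). Each panel has its own vertical scale, and all 19 CHG values lie below 0 in both sets.

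The share of shared cytosines with a methylated read was 72.3% in 2X and 72.3% in 4X for CG, 42.3% and 41.5% for CHG, and 13.7% and 12.6% for CHH. The 4X minus 2X differences were -0.0616 in CG, -0.820 in CHG and -1.04 in CHH percentage points. This share rises with depth, and 4X was the shallower library. After both libraries were thinned to the same depth at each cytosine, the difference was 0.0756 points in CG, -0.502 in CHG and -0.376 in CHH. The CHH difference moved most, to -0.111, when a level of at least 0.1 defined an mC.

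Conservation of the methylome was examined at several scales. Over 50 kb bins, Pearson's r of the levels between 2X and 4X was 0.996 in CG, 0.998 in CHG and 0.995 in CHH, and Spearman's rho was 0.996, 0.998 and 0.989. Neither bins nor cytosines are independent replicates. Over 5 kb bins the CHH r was 0.962. For single cytosines, r of the levels was 0.937 in CG, 0.934 in CHG and 0.658 in CHH. Re-dealt reads gave 0.952, 0.948 and 0.716, so counting error alone gave most of the distance of the CHH value from 1 at these depths. The observed r was below the re-dealt r on 19 of 19 chromosomes in each context. For the methylated or unmethylated call, r was 0.912 in CG, 0.858 in CHG and 0.429 in CHH, against 0.927, 0.874 and 0.487 in re-dealt reads. Over cytosines with a methylated read in at least 1 library, r of the levels was lower, with 0.771 in CG, 0.813 in CHG and 0.513 in CHH, against 0.822, 0.852 and 0.590 in re-dealt reads. With at least 10 reads in both libraries, r of the CHH levels rose to 0.795, against 0.836 in re-dealt reads.

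**Figure D2:**
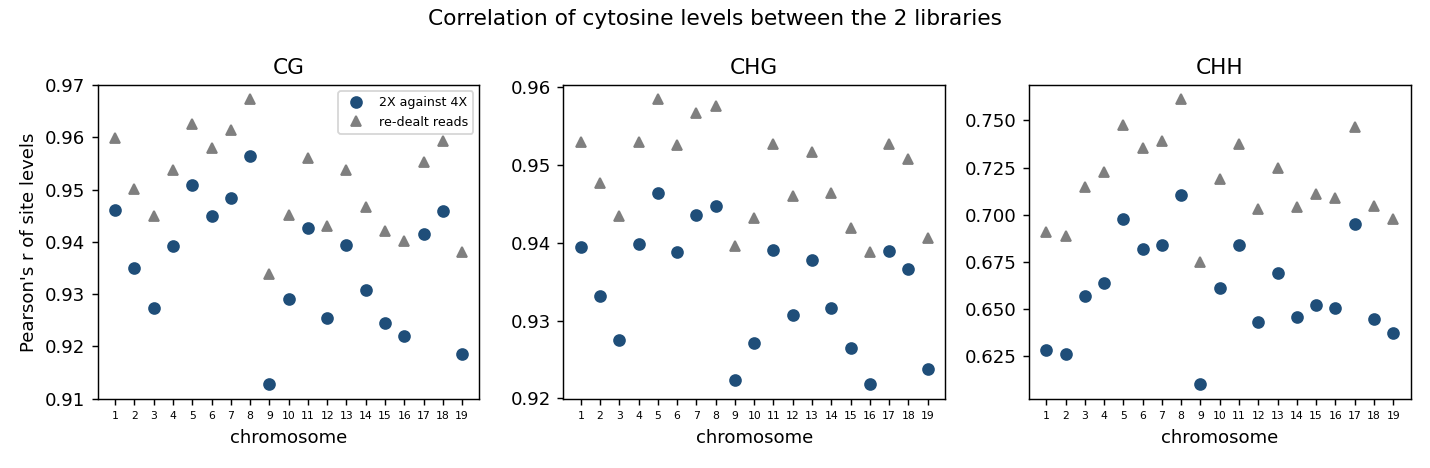
Pearson's r of cytosine levels between 2X and 4X on each chromosome (circles) and between 2 pseudo-libraries of re-dealt reads (triangles), by context. The vertical axes do not start at 0, and the circles lie below the triangles on all 19 chromosomes in each context.

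Among cytosines with a methylated read in at least 1 library, the level changed by over 1.2-fold at 31.1% in CG, 53.3% in CHG and 91.9% in CHH. Re-dealt reads gave 27.5%, 49.4% and 89.9%. The excess over counting error was therefore small against the shares themselves. Higher levels in 4X made up 15.7% of the CG cytosines, 25.8% of CHG and 43.9% of CHH. Changes over 2-fold were found at 8.26%, 22.7% and 76.4%, against 6.56%, 19.6% and 71.3% in re-dealt reads. The CHH share changed by over 1.2-fold fell most, to 75.8%, when only cytosines methylated in both libraries were counted. Among those cytosines, changes over 2-fold were found at 3.66% in CG, 8.81% in CHG and 29.9% in CHH.

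The Fisher exact test with Benjamini-Hochberg adjustment separated the 2 libraries at 1519 of 6616174 CG cytosines, 631 of 11092261 CHG cytosines and 7 of 79470581 CHH cytosines. In re-dealt reads it called 0 in each context, with 46034 CG cytosines at an unadjusted p under 0.05 against 119773 observed. Of the called CG cytosines, 1322 (87.0%) were higher in 4X, and of the called CHG cytosines 476 (75.4%). The called CHH cytosines were all higher in 4X. The CG cytosines higher in 4X had median levels of 4.76% in 2X and 86.1% in 4X, at median depths of 27 and 23 reads. The 197 CG cytosines lower in 4X had medians of 83.3% and 7.14%. The median depths of all tested CG cytosines were 10 reads in 2X and 10 in 4X. With at least 10 reads in both libraries, 947 CHG cytosines were called.

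The rank sum test of 100 bp bins gave 14 CG DMRs, 3 CHG DMRs and 43151 CHH DMRs, and 0 in each context in 3 deals of re-dealt reads. Of the CHH DMRs, 18639 were higher in 4X (hyper-DMRs) and 24512 were lower (hypo-DMRs). Their median length was 150 bp, and 84.1% were shorter than 200 bp. The median difference between the libraries in called CHH bins was 7.63 percentage points. Of the CG DMRs, 2 were higher and 12 lower in 4X. The small CG and CHG numbers depended on the test. Even with complete separation and a single level in each library, a bin needed at least 15 CG or 17 CHG cytosines to pass, and 0.452% and 0.156% of tested bins had as many. For CHH, 7 cytosines were enough, and 95.2% of bins had them. A Fisher exact test of the summed reads gave 9662 CG DMRs (64.2% higher in 4X, against 14.3% by the rank test), 10279 CHG DMRs (47.4% higher, against 66.7%) and 60793 CHH DMRs (49.6% higher, against 43.2%), so the excess of CHH hypo-DMRs depended on the test. On re-dealt reads that test gave at most 17 CHH DMRs and no CG or CHG DMRs.

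Each CHH DMR was also described by the highest number of methylated reads at any of its cytosines in the library with the higher level. In 13278 CHH DMRs (30.8%) this number was 1. In 3396 (7.87%) it was 10 or more.

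**Figure D3:**
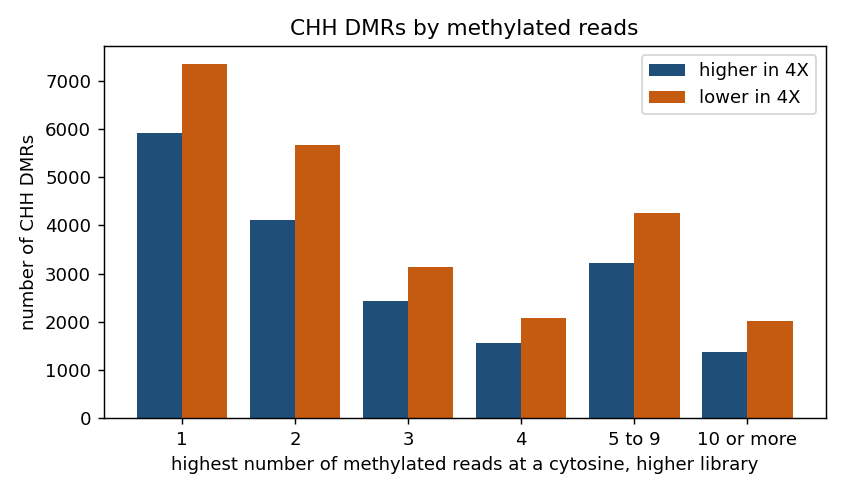
Number of CHH DMRs higher and lower in 4X, by the highest number of methylated reads at any cytosine of the DMR in the library with the higher level. The largest class is that of 1 methylated read, with 5924 DMRs higher and 7354 lower in 4X.

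The CHH DMR with the smallest adjusted p among those higher in 4X lay on chromosome 1 from 8091001 to 8091325. In its bin of smallest p, the mean level of 55 cytosines was 21.2% in 2X and 93.9% in 4X, at mean depths of 8.76 and 5.96 reads (Benjamini-Hochberg adjusted p = 1.31e-13, permutation p = 1e-05). Among those lower in 4X it lay on chromosome 8 from 1256826 to 1257075, with 97.2% in 2X and 50.9% in 4X over 45 cytosines (adjusted p = 1.58e-12, permutation p = 1e-05). Its mean depth in 4X was 3.98 reads. The CHG DMR higher in 4X lay on chromosome 3 from 4521701 to 4521800, with 5.35% in 2X and 85.7% in 4X over 22 cytosines (adjusted p = 0.0113, permutation p = 1e-05). The CHG DMR lower in 4X lay on chromosome 13 from 18423201 to 18423300, with 64.6% and 32.5% over 26 cytosines (adjusted p = 0.00659, permutation p = 1e-05). Both named CG DMRs lay on the sequence Un, which is assigned to no chromosome. The one higher in 4X, from 1262101 to 1262225, had 66.7% in 2X and 97.5% in 4X over 17 cytosines (adjusted p = 0.0201, permutation p = 1e-05). In 2X every cytosine of this bin had the same level (SD 0) at a mean depth of 3 reads. The one lower in 4X, from 30807001 to 30807150, had 17.5% and 3.35% over 26 cytosines (adjusted p = 0.00247, permutation p = 1e-05). Its mean depths were 57.0 and 57.7 reads. For each of these 6 bins, the permutation p was the smallest that 100000 resamples can give. Both p-values treat the cytosines of a bin as independent, although neighbouring cytosines share reads. At mean depths such as 3 or 3.98 reads, few molecules lay behind each level. Neither p-value therefore measures a difference between molecules. Both CG DMRs lost their call without cytosines above the 99th percentile of depth, although the levels at the DMR higher in 4X were unchanged. The CG and CHG DMRs lower in 4X also lost it with at least 10 reads in both libraries, and the CHG DMR higher in 4X with at least 5. At 10 reads, the CG DMR lower in 4X kept 16 cytosines, and its difference weakened from -14.1 to -9.24 points. With 10 reads, the CHG DMR lower in 4X kept 2 cytosines, too few to pass, at a difference of -38.2 points. Without the highest depths, the CG DMR lower in 4X kept 13, fewer than the 15 needed in the main design, at -20.4 points. Neither the loss with 2 cytosines nor that with 13 tells whether the difference holds. At 5 reads, too few cytosines were left to test the CG DMR higher in 4X and the CHH DMR lower in 4X, and at 10 reads this also held for the CHG and CHH DMRs higher in 4X.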

Values the study reported

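The study reported mean depths at cytosines of 12.86× in 2× and 11.88× in 4×. It counted 22.34 M mCs in 2× and 21.11 M in 4×, where M stands for mega. Of these, 13.67 M and 12.75 M were CHH, 4.45 M and 4.3 M were CG, and 4.22 M and 4.05 M were CHG. The methylation rates it gave were 16.5% and 15.57% for CHH and 34.21% and 33.42% for CG. Correlation coefficients between the lines were above 0.9 for CG and between 0.85 and 0.9 for CHG, and mCs in CHH were described as uncorrelated. It found 1.14e+05 DMRs, among them 41 in CG and 6 in CHG, and over 80% of the DMRs were shorter than 200 bp.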

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

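The test in this part was planned before its result was seen. Cytosines listed in only 1 of the libraries took no part in the main comparisons of the report, entering only the numbers over all listed cytosines and the alternative with each library by itself, and carried a methylation signal, which drew attention to them. At cytosines listed in 2X only, the weighted levels were 55.89% in CG, 32.02% in CHG and 2.90% in CHH, against 59.1%, 28.6% and 2.61% at shared cytosines of the same library. At cytosines listed in 4X only, they were 53.3% in CG, 29.3% in CHG and 2.74% in CHH, against 58.9%, 28.1% and 2.62%. There were 9722585 such CHH cytosines in 2X and 8725824 in 4X. In both libraries the CG level was lower and the CHG and CHH levels were higher than at shared cytosines. Low coverage may be the reason that these cytosines are missing from the other file, since their mean depth in 2X was 4.78 reads for CG, against 14.3 at shared CG cytosines. Whether they lie in repeats that are hard to map was not tested, and a difference in sequence between the lines stays open. No biological explanation was tested.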

How the results depend on the processing

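Leaving out the 7 bp repeats and leaving out bins with 1 methylated read per cytosine were alternatives chosen after seeing the data. No paired analysis was possible because each line had 1 library. The alternative of a 1-read minimum was not run, since the files list cytosines with at least 3 reads, and the alternatives for DMR location, gene regions and ACO1 were not run either.

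The CHG level was lower in 4X under every alternative, with differences of -0.478 and -0.384 at minimums of 5 and 10 reads, -0.0429 as the mean of the site levels and -0.606 with the cytosines of each library by itself. The CG difference was -0.153 and -0.137 at minimums of 5 and 10 reads, -0.287 with each library by itself, -0.0439 without the highest depths and -0.129 on assembled chromosomes, and it reversed to 0.227 as the mean of the site levels. The cause of that reversal was not tested. The CHH difference was 0.0250 and 0.0570 at minimums of 5 and 10 reads and 0.00935 with each library by itself. It reversed to -0.0430 as the mean of the site levels and -0.0488 without the highest depths, which both by construction give less weight to deeply read cytosines. It also reversed to -0.00716 on assembled chromosomes and -0.0482 without the 7 bp repeats. For these, the cause was not tested. On chromosome 13 the CG difference reversed to 0.222 as the mean of the site levels. On chromosome 12 the CHH difference reversed to -0.0488 in that way, -0.0400 without the highest depths and -0.0414 without the repeats.

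The lower share of mCs in 4X kept its direction for CHG and CHH. At minimums of 5 and 10 reads the differences were -0.887 and -1.06 for CHG and -1.16 and -1.40 for CHH. With at least 2 methylated reads they were -0.00996 in CG, -0.498 in CHG and -0.510 in CHH. With a level of at least 0.1 they were 0.0765 in CG, -0.358 in CHG and -0.111 in CHH, and with libraries thinned to the same depth 0.0756 in CG, -0.502 in CHG and -0.376 in CHH, so the CG direction reversed in both.

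The site correlations moved with the coverage minimum by more than their intervals, which are narrow over so many cytosines. With 5 reads, r of the levels was 0.947 in CG, 0.948 in CHG and 0.717 in CHH, and of the calls 0.910 in CG, 0.856 in CHG and 0.439 in CHH. With 10 reads, r of the levels was 0.959 in CG, 0.963 in CHG and 0.795 in CHH, and of the calls 0.898 in CG, 0.840 in CHG and 0.453 in CHH. Over cytosines with a methylated read in at least 1 library, r of the levels was 0.771 in CG, 0.813 in CHG and 0.513 in CHH. Over 50 kb bins, r of the mC density was 0.9996 in CG, 0.999 in CHG and 0.992 in CHH. With 10 reads, r over 50 kb bins was 0.995 in CG and 0.997 in CHG. Over 5 kb bins it was 0.991 in CG, 0.994 in CHG and 0.962 in CHH. The share changed by over 1.2-fold was 28.3% in CG, 51.6% in CHG and 91.5% in CHH with 5 reads, 24.9% in CG, 49.5% in CHG and 90.7% in CHH with 10 reads and 27.6% in CG, 44.9% in CHG and 75.8% in CHH among cytosines methylated in both libraries.

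The Fisher test of single cytosines called 947 CHG cytosines with 10 reads, which leaves fewer tests to adjust for, and its other counts stayed within 1.5 times. The DMR counts moved further. The Fisher test of summed reads gave 9662 CG and 10279 CHG DMRs, of which 64.2% and 47.4% were higher in 4X, against 14.3% and 66.7% in the rank test. With at least 5 cytosines per bin there were 90 CG and 9 CHG DMRs, of which 37.8% and 44.4% were higher. By construction that leaves fewer tests to adjust for. With at least 5 reads 0% of the CG DMRs were higher in 4X, and with at least 10 reads 0%. Of the CHG DMRs 50% were higher with 5 reads, as when bins of equal values were kept. With 10 reads there were 8 in CG, 0 in CHG and 12981 in CHH. Bins without overlap gave 6 CG and 27234 CHH DMRs. A mean difference of at least 0.1 left 16884 CHH DMRs. Without the highest depths there were 0 CG DMRs. In the test of all shared cytosines, 186272 CG and 200591 CHG bins had an unadjusted p under 0.05. In re-dealt reads, which do not keep the cytosines of 1 read together, at most 82587 and 66326 had. The cause of these changes was not tested. With only cytosines that had a methylated read, 101065 CHH DMRs were called. Without bins in which no cytosine had 2 methylated reads, 30739 CHH DMRs were left. CHH DMRs lower in 4X outnumbered those higher in 4X under each alternative run for them, but narrowly by the Fisher test of summed reads, with 49.6% higher. Of the named DMRs, none changed direction under the alternatives that gave a value, and in 5 cases a call was lost. These include the CHG DMR lower in 4X with 10 reads, which kept 2 cytosines. They also include the CG DMR lower in 4X without the highest depths, which kept 13. Both numbers were too small to pass, so those losses show no instability. However, the CG DMR lower in 4X with 10 reads kept 16 cytosines, and its difference weakened to -9.24 points. The CG DMR higher in 4X and the CHH DMR lower in 4X gave no value with at least 5 reads, and with at least 10 reads only the CG and CHG DMRs lower in 4X gave a value. Bins without overlap and bins with 2 methylated reads were not run for the named DMRs.

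Depth limits these results. Mean depths were 12.9 and 11.9 reads, and 47.4% of the 4X cytosines had at least 10 reads.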

Other observations

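The tests chosen only after the result was seen were those on cytosines of extreme depth as an explanation (the limit on depth itself was set beforehand), on leaving out 7 bp repeats from the CHH level, on pile-ups and the calls in them, on the number of cytosines per bin, on chromosome depth, on neighbours of CHG cytosines, on opposite strands between the libraries, on the observed shares at p under 0.001, on independent calls in CHH DMRs and on CHH DMRs with 2 or more methylated reads.

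Several values lay far from those quoted above. The share of listed CG cytosines with a methylated read was 71.3% in 2X and 71.1% in 4X. Both are higher than the CG rates quoted from the study above. The text of the study does not give the number of cytosines behind its rates, so the 2 measures may differ. The main design gave 43168 DMRs, 14 of them in CG and 3 in CHG. These 3 counts are lower than those quoted from the study above. With only cytosines that had a methylated read, the CHH count was 101065, so the choice of cytosines may account for much of the gap in the total. The CG count was then 20 and the CHG count 3, but with at least 5 cytosines per bin they were 90 and 9. The minimum number of cytosines per bin may thus account for the gaps in CG and CHG. For CHH, r between the libraries was 0.658 for levels and 0.429 for calls. That differs from the description quoted from the study above. The split of mCs by context also differed: 5358247 CG, 5278631 CHG and 11707130 CHH mCs were counted in 2X. An error in the context column was tested on neighbouring positions. Where both neighbours of a CG cytosine were listed in 2X, 0% had no CG neighbour, which argues against such an error for CG. Of the CHG cytosines with both positions 2 bases away listed, 12.2% had no CHG cytosine there. The sequence CCG has none by definition, and its neighbours are CG cytosines. The neighbours ruled out CCG at 0% of these, which argues against an error for CHG too. The CHH context was not tested, so sites with both strands wrongly labelled CHH would not have been seen.

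Called CG and CHG cytosines were mostly higher in 4X. Duplicate or uneven reads of 1 strand would leave the other strand without a shared direction, but the other strand moved the same way at 96.9% of the CG sites and 96.1% of the CHG sites higher in 4X. A leaning of the test towards 1 direction without a true difference was checked at p under 0.001. There, 44.4% of the CG cytosines were higher in 4X in re-dealt reads and 71.9% in the libraries. That argues against such a leaning for CG. For CHG, the shares were 49.2% and 53.1%, a difference within counting error. Re-dealt reads thus showed no excess of higher CHG cytosines at p under 0.001, but the libraries did not clearly differ from them there. The share of 75.4% was found among called CHG cytosines, at smaller p, where re-dealt reads gave 0 calls. The check therefore could not decide for CHG. Since re-dealt reads hold no true difference, power to find true gains and true losses was not compared. Unequal power thus stays open for CG and CHG. A base change at single sites would not move the neighbours, yet cytosines of the same context within 100 bp moved the same way around 87.4% and 93.1% of the CG and CHG cytosines higher in 4X. Around those lower in 4X the shares were 70% and 88.6%, so for lower CG cytosines the evidence is weaker. Around CG cytosines higher in 4X, the CG level within 100 bp was 35.0% in 2X and 46.1% in 4X, and the CHG level was 14.8% and 23.3%. Around CG cytosines lower in 4X, the CG level was 51.0% and 31.1%, and the CHG level was 16.1% and 7.94%. Around CHG cytosines higher in 4X, the CG level within 100 bp was 43.0% in 2X and 78.1% in 4X, and the CHG level was 26.5% and 56.8%. Around CHG cytosines lower in 4X, the CG level was 80.4% and 76.3%, and the CHG level was 39.2% and 20.1%. The 1519 called CG cytosines fell into 1145 loci more than 500 bp apart, 961 of them with a gain in 4X. Other tests did not share the direction throughout. Of the CG DMRs, 12 of 14 by the rank test were lower in 4X, while 64.2% by the Fisher test of summed reads were higher. Without the highest depths, the rank test called 0 CG DMRs. Of the CHG DMRs by the Fisher test, 47.4% were higher. A hypothesis, limited to the strongest changes at single CG cytosines, is that methylation was gained at more loci than it was lost in the 4X line. With 1 library per line, an effect of genome duplication and a difference between lines that arose in propagation or regeneration were not separated, and reads mapped from other copies of a repeat stay open.

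Many CHH DMRs rested on few reads. In 14806 CHH DMRs, no cytosine of the bin of smallest p had over 1 methylated read in the higher library, whereas calls drawn independently at the same depth and level gave 1360. The rank test favours bins in which methylated calls are spread over many cytosines, and this drawing did not include that selection. In 13278 CHH DMRs this held for every bin of the DMR. In 12312 of these, the bin of smallest p had at least 2 cytosines with and 2 without a methylated read. Along these bins, methylated and unmethylated cytosines formed 10.2 runs on average, against 13.5 when calls were shuffled within the bin, so methylated calls sat together. In the 13278 DMRs the level of the other library was 1.60% in CHG and 32.7% in CG. In CHH DMRs with 5 or more methylated reads at some cytosine it was 27.2% in CHG and 35.9% in CG. The CHG level was thus far lower in the 13278 DMRs, while the CG level was similar. They were selected for few methylated reads, so low-level methylation spread over many molecules stays open. The library with the higher CHH level was higher by 3.76 percentage points in CHH, by 3.22 in CHG and by 1.88 in CG. A single read pair that escaped conversion, or came from 1 fully methylated molecule, may thus lie behind many of these DMRs. In 29873 CHH DMRs some cytosine had 2 or more methylated reads, and in 28345 this held for the bin of smallest p. A single read pair cannot give that unless its overlapping ends were counted separately. Duplicate reads of 1 molecule could also give it, and neither was tested.

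The few CG and CHG DMRs may reflect the number of cytosines per bin. Only 0.452% of tested CG bins and 0.156% of tested CHG bins had enough cytosines to pass even at complete separation. The Fisher test of summed reads called 9662 and 10279 DMRs. It treats base calls of the same read as independent, so these counts may be too high.

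The higher CHH level in 4X disappeared without cytosines of extreme depth (difference -0.0488 points) and without 7 bp repeats that hold 3 adjacent CHH cytosines (difference -0.0482 points). These repeats held 0.845% of the CHH cytosines but 9.17% of the methylated CHH calls in 2X and 11.7% in 4X. Their level was 24.7% in 2X and 28.9% in 4X. Of 11196 CHH cytosines above 90% in both libraries at 20 or more reads, 17.9% lay in such repeats, against 0.506% of the other cytosines of that depth, so most of them lay elsewhere. Telomere repeats of plants have this arrangement and are a candidate source, which was not tested without the genome sequence. Reads that kept their cytosines may also map to such arrays more readily than converted reads.

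Pile-ups with 1000 or more reads in a library covered 14274 cytosines in 122 regions and took 2.56% of the calls in 2X. Their median CHH level in 2X was 0.239%, and 87.7% of their CHH cytosines lay under 1%. However, 7.53% lay above 90%, against 0.160% elsewhere, and their weighted CHH level was 9.13% in 2X and 11.4% in 4X, against 2.45% and 2.41% elsewhere. High CHH calls thus sat at a minority of the piled-up cytosines. In the 8 pile-ups with a CHH level over 50% in 2X, a limit chosen after the values were seen, the levels of the libraries differed by at most 0.914 points, while the CHH calls rose from 2534580 in 2X to 2993120 in 4X. The 2X levels with the 4X calls of each pile-up gave a pooled level of 11.4%, so the higher pooled level in 4X may be due to how the reads were spread over the pile-ups rather than to a change of their levels. In the pile-ups over 50%, between 83.8% and 100% of the CHH cytosines lay in the 7 bp repeats. Why these pile-ups had more reads in 4X was not tested. Whether the high CHH calls came from incomplete conversion, methylation or mapping stays open. No biological explanation was tested.

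The lower share of mCs in 4X may be due to its lower depth in CG, where thinning to equal depth left a difference of 0.0756 points. In CHG and CHH, thinning left -0.502 and -0.376 points, so depth accounts for part of the difference only. A small difference in conversion between the libraries stays open, as does a difference between the lines. In the pile-ups of 1000 or more reads, the median CHH level was 0.239% in 2X and 0.203% in 4X. That is the direction that poorer conversion in 2X would give, but it does not separate conversion from methylation.

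The correlation of CG levels between libraries lay below that of re-dealt reads. Differences between molecules may account for part of this. Opposite strands of a CG site, which are read from different molecules, had an r of 0.920 within 2X and 0.917 within 4X. Opposite strands had a lower r of 0.913 between the libraries, which argues against differences between molecules as the whole cause. The same strand had an r of 0.930 between the libraries, which cannot be compared with values of opposite strands. A difference between the libraries stays open, whether from the vines pooled, the preparation, the line or genome duplication, and none of these was tested.

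Depth gave no sign that a whole chromosome was gained or lost in 4X. Relative to the genome, the largest distance of a chromosome's 4X to 2X depth ratio from 1 was 0.0102, far less than a gain or loss of 1 of 4 copies in all cells would give. In 433 windows of 1 Mb the ratio ranged from 0.957 to 1.11.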
